A study of Arabidopsis thaliana with 24 samples.

How the data were processed

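Total RNA from whole 14-day-old Col-0 seedlings grown in long days was sequenced in 24 samples, 3 for each of 8 genotypes. Genotypes were taken from the sample labels. Per the submitters' processing notes, reads were processed with TopHat, Cufflinks 2.1.1 and Cuffdiff 2.1.1 against TAIR10. The version of TopHat, the order of the steps, the strand setting and the annotation are not given in the sources used here. The authors deposited 1 table of pairwise tests with 885164 entries, which are 31613 loci in 28 pairs of genotypes. Each entry holds 1 FPKM per genotype, as the authors made it from the 3 replicates together, and each genotype had the same value in every pair. FPKM divides reads by transcript length and library size, so long and short genes are comparable but the reads behind a value are hidden. The depth per sample is therefore unknown, no values per sample were used, and no confidence interval or detection floor is given. No pairing, replicate left out or regrouping of samples could be computed from such values.

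The authors' table also gives a log2 fold change, a test score (Cuffdiff's statistic) for each entry, a p-value and a q-value. These deposited p-values and q-values were used as they stand. Of all entries, 534895 were tested by the authors, and 18245 loci were tested in all 28 pairs. The q-value equalled a Benjamini-Hochberg adjustment over the tested entries of all pairs, recomputed here, within 5.28e-07. The smallest deposited p-value was 5e-05 and the smallest q-value 0.00136, so strong changes tie at that q. The largest p-value called was 0.0038. Printed fold changes are the ratio of the deposited FPKM values, without a pseudocount. The square of the log2 change over the deposited score was split, over all 28 pairs, into 1 variance per genotype at each locus. The standard error of a change was the root of the sum of its 2 genotype variances, divided by 1.74. That is the median factor that turned the score into a normal deviate matching its p-value. Where the variances could not be solved, the log2 change of the pair divided by its own score and by 1.74 was used. The median standard error was 0.206. The factor gave too small an error for some large changes, such as those of *CBF3* and *RAB18*. *RAB18* had 167 FPKM in WT, so this was not confined to low FPKM. Where a p-value lay above the smallest one and at or under 0.5, the log2 change divided by the normal deviate of that p-value was therefore used if larger, a choice made after the data were seen. At the smallest p-value no such check was possible. It stands for the error of the authors' model and is not a spread measured between replicates.

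A locus was called where it was tested and the authors' q was under 0.05. The 16 comparisons were each mutant against WT, *brip1 brip2* against *brip1*, *brip2*, *brm-1* and *brm-3*, *brm-1* against *brm-3*, and each *brip1 brip2 brm* mutant against its *brm* allele and against *brip1 brip2*. Gene identifiers were matched to the TAIR10.1 annotation for symbols. Of 33553 identifiers 32806 matched and 10646 had a symbol. The authors' loci merge genes that overlap: 2238 loci hold several genes and 203 hold none with an identifier. All 23777 loci with a single identifier in the annotation overlapped the annotated gene. Coordinates are those of the authors' table, in TAIR10, and span the whole locus. For an identifier found in several loci (561 of them), the locus with the highest mean FPKM was used. Strand is not stated, so reads of overlapping antisense genes cannot be separated, and near-identical copies such as the *RBCS*, *LHCB1*, *LTP3* and *LTP4*, and *PDF1.2* genes may share reads.

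Overlaps of calls were tested with Fisher's exact test across loci, two-sided, beside the count for independent lists. Correlations across loci used log2 of FPKM plus 1. Because comparisons with WT share its samples, unchanged groups were simulated 100 times for overlap, correlation and covariance, with errors drawn from the implied error of each genotype. For overlap the errors were normal on the log2 scale. They hold only the error of the authors' model, so a growth or handling difference of the WT samples is not in the simulated overlap. For correlation and covariance they were normal on the FPKM scale, with FPKM held at 0 or above. There a first version with errors on the log scale was replaced after its output was seen, because loci of low FPKM inflated it. The simulated covariance still exceeded the observed one for *brip1* with *brip2*. It also did for *brip1 brip2* with *brip1* (0.0512 against 0.0055) and with *brip2* (0.0515 against 0.0283), so it may overstate what the shared WT adds. Additivity was the slope of the log2 change of a *brip1 brip2 brm* mutant on the sum of its parents' changes.

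The gene lists were fixed before the data were examined: SWI/SNF subunits, flowering time, miR156-targeted SPL genes, seed maturation, floral organ identity, meristem and boundary, root stem cell and PIN auxin transport, gibberellin, cytokinin type-A response regulators, abscisic acid and cold response, salicylic acid defence, jasmonate, flavonoid and anthocyanin, glucosinolate, photosynthesis, circadian clock, senescence, heat shock, root-enriched markers and reference genes. For each list the calls over all loci and those from a Benjamini-Hochberg adjustment over the list alone were counted. Its median log2 change was placed among 10000 random lists of the same size matched on mean FPKM in 20 bins. With 1 value per genotype this percentile only describes these samples. Of the 133 list and mutant pairs with at least 3 tested members, 60 lay outside the central 95%, and the 7 pairs of the seed maturation list had too few. Members that share a locus with another gene were left out of these counts, a choice made after the data were seen.

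Named genes followed a rule fixed before the data were examined. For each mutant against WT it takes the 5 highest and 5 lowest called genes with a symbol, an FPKM of 5 or more in the higher genotype and above 0 in both. For *brip1*, *brip2* and comparisons between mutants it takes 3 and 3. It adds BRM, BRIP1 and BRIP2, and from each list up to 4 called members with the largest change in *brm-1* or *brip1 brip2* (2 where none was called). *FT*, *HSP101*, *HSP70-4*, *HSFA2*, *AOC1* and *PAP2* fall outside it and were chosen after their values were seen.

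The alternatives were a q under 0.01, an absolute log2 change of 1 or more, the adjustment within 1 comparison, an FPKM of 1 or more in at least 1 genotype, fold changes centred on the median, a pseudocount of 0.1, 10 bins, other loci or another *brm* allele, and pairs with no shared sample. Added after the data were seen were counts without loci that hold several genes, lists with members that share a locus, a further pair with no shared sample, *brip1* or *brip2* in place of WT in the additivity slope, and a pseudocount of 1 for named genes. A Benjamini-Hochberg adjustment within 1 comparison was tested on data simulated for *brm-1* against WT over 18241 loci, with 200 loci changed. It recovered 67.0% of them at a log2 change of 1 and 89.5% at 2, with 9 and 8 unchanged loci called. Errors were drawn from the implied error and divided by that same error, whereas the reported calls rest on the deposited q. These shares are therefore not the recovery or the error rate of the reported calls. Work was done in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.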

Results

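The series measured RNA from whole 14-day-old *Arabidopsis thaliana* seedlings of the Col-0 accession grown in long days. The 24 samples fell into 8 genotypes with 3 replicates each: wild type (WT), the single mutants *brip1*, *brip2*, *brm-3* and *brm-1*, the *brip1 brip2* mutant, and *brip1 brip2* combined with either *brm* allele (*brip1 brip2 brm-1* and *brip1 brip2 brm-3*). BRM is a SWI2/SNF2 chromatin-remodelling ATPase, and BRIP1 and BRIP2 are proteins that bind BRM. Of the alleles, *brm-1* is known as a null and *brm-3* as a weaker one. The values analysed are 1 FPKM per genotype at each of 31613 loci and the authors' own test of each pair of genotypes, so no spread between single samples could be computed here and the depth per sample is unknown. The authors' p-values rest on the error of their own model. The labels do not say whether replicates were separate sowings, so the spread behind that model may be technical. Each log2 change below is followed by the standard error implied by the authors' test statistic. Rankings below (led, leading, most, furthest) are among named genes only: called genes with a symbol, an FPKM of 5 or more in the higher genotype and above 0 in both. A locus is called where the authors' q is under 0.05, and for a called locus printed without a q the q was 0.00136, the smallest in the authors' deposited table.

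The targeted genes came first. The BRM locus (AT2G46020; TAIR10 chromosome 2, 18922491 to 18934159) had an FPKM, the authors' value, of 21.4 in WT, 11.9 in *brm-3* and 0.176 in *brm-1*, with 0.257 in *brip1 brip2 brm-1* and 12.2 in *brip1 brip2 brm-3*. In the authors' deposited table *BRM* fell in *brm-1* (-6.93 ± 0.59), *brip1 brip2 brm-1* (-6.39 ± 0.47), *brm-3* (-0.86 ± 0.19) and *brip1 brip2 brm-3* (-0.81 ± 0.19). It was 19.4 in *brip1*, 22.0 in *brip2* and 23.6 in *brip1 brip2*, and in none of these 3 was it called by the authors' deposited table. BRIP1 (AT3G03460) shared a locus with AT3G03470 (chromosome 3, 822896 to 826607), and BRIP2 (AT5G17510) shared a locus with AT5G17520 and AT5G17523 (chromosome 5, 5767379 to 5783706), so neither transcript could be read on its own. The locus with BRIP2 had 19.8 FPKM in WT, 12.3 in *brip2*, 11.4 in *brip1 brip2*, 11.5 in *brip1 brip2 brm-3* and 11.6 in *brip1 brip2 brm-1*. It had 18.9 in *brip1*, 20.5 in *brm-3* and 23.3 in *brm-1*. The change in *brip1 brip2* was not called (-0.80 ± 0.30, q = 0.0852) by the authors' deposited table. The locus with BRIP1 was not lower in *brip1* (0.17 ± 0.16, q = 0.840), and it rose in *brip1 brip2* (0.69 ± 0.16), in the authors' deposited table. The merged BRIP2 locus was lower in each genotype labelled *brip2* than in each without that label, so its values go with the label. They do not show the BRIP2 transcript alone, and the merged BRIP1 locus does not check the *brip1* label.

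**Figure D1:**
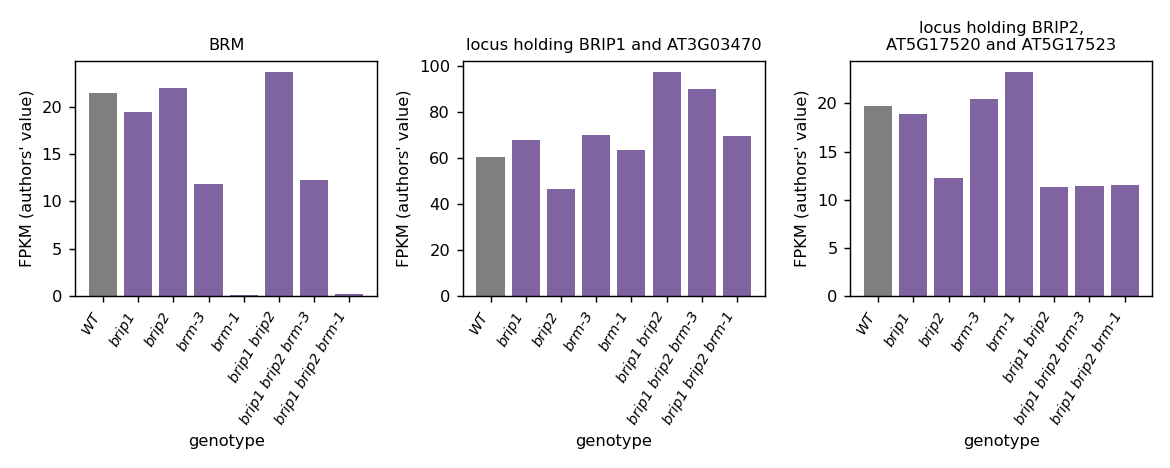
FPKM per genotype, the authors' value, at the locus of BRM (left), the locus that holds BRIP1 (middle) and the locus that holds BRIP2 (right). Bars start at 0 and carry no error because each genotype has 1 value. The BRM bar falls from 21.4 in WT to 0.176 in *brm-1*.

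The number of loci called against WT differed widely among mutants. In *brip1* the authors' deposited table called 20 loci higher and 147 lower, and in *brip2* 83 higher and 219 lower. The authors' deposited table called 484 higher and 515 lower in *brip1 brip2*, 876 and 636 in *brm-3*, and 1101 and 1207 in *brm-1*. It called 1206 higher and 1042 lower in *brip1 brip2 brm-3*, and 959 and 1474 in *brip1 brip2 brm-1*, again in the authors' deposited table. Between 19016 and 19216 loci were tested in each of these comparisons. With the q recomputed within the comparison alone, the calls dropped to 81 in *brip1* and 160 in *brip2*.

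**Figure D2:**
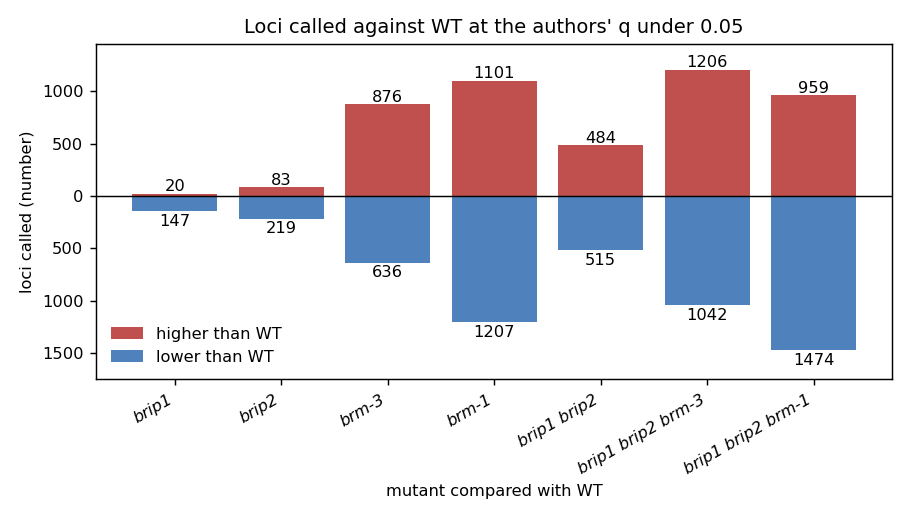
Number of loci called higher (above 0) and lower (below 0) than WT in each of the 7 mutants at the authors' q under 0.05. The bars are shortest in *brip1*, with 20 and 147 loci, and *brip1 brip2 brm-1* has the longest lower bar, with 1474.

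The single mutants *brip1* and *brip2* were compared with WT to ask what each loss changes alone. In the authors' deposited table the lipid transfer protein genes *LTP4* (AT5G59310) and *LTP3* (AT5G59320) fell in *brip1* (-4.67 ± 0.32 and -3.12 ± 0.28) and in *brip2* (-3.27 ± 0.30 and -2.71 ± 0.27). *RAB18* (AT5G66400), which encodes a dehydrin, fell from 167 FPKM in WT to 24.4 in *brip1* and 22.1 in *brip2* (-2.77 ± 0.88, q = 0.0247 and -2.92 ± 0.84, q = 0.00988) in the authors' deposited table. The late embryogenesis abundant gene *LEA7* fell in both (-2.09 ± 0.35 in *brip1* and -2.002 ± 0.33 in *brip2*), as did the cold-regulated *COR15A* (-1.46 ± 0.29 and -2.17 ± 0.32), by the authors' deposited table. The retroelement-derived *SADHU3-2* fell in *brip1* (-5.20 ± 1.66, q = 0.0266) and *brip2* (-3.20 ± 0.40) in the authors' deposited table. Among the 20 loci higher in *brip1*, the leading genes with a symbol in the authors' deposited table were *AIG1*, a defence-associated GTP-binding protein gene (0.90 ± 0.23, q = 0.00252), *DIC2*, a mitochondrial dicarboxylate carrier gene (0.77 ± 0.24, q = 0.0234), and *WRKY46*, which encodes a transcription factor (0.75 ± 0.24, q = 0.0266). In *brip2* the authors' deposited table has as the most upregulated named genes the DELLA repressor gene *RGL3* (1.58 ± 0.24), *ACS11*, an enzyme gene of ethylene synthesis (1.48 ± 0.25), and the small-polypeptide gene *RTFL21* (1.24 ± 0.41, q = 0.0389). *RGL3* (chromosome 5, 5764063 to 5766077) lies beside the BRIP2 locus, and it was not called in *brip1 brip2* (-0.36 ± 0.28, q = 0.721) in the authors' deposited table.

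The loci called in the 2 single mutants overlapped. Of 147 loci lower in *brip1* and 219 lower in *brip2*, 103 were lower in both, against 1.70 for independent lists, and 7 were higher in both (Fisher's exact test across loci, two-sided, p = 6.59e-175 and p = 1.07e-12). Loci are not independent replicates. Unchanged groups set against the same WT gave a simulated 2.48 shared lower loci and 2.19 shared higher loci. Such simulated counts, here and below, hold no growth or handling difference of the WT samples. The fold changes of *brip1* and *brip2* had r = 0.647 and a covariance of 0.0265 across 18241 loci, while the simulation gave r = 0.506 and a covariance of 0.0510. The simulated covariance was above the observed one.

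The *brip1 brip2* mutant was compared with WT to ask what the loss of both genes changes. *AGL24* (AT4G24540; chromosome 4, 12670849 to 12674091), a MADS-box gene that promotes flowering, fell from 11.9 to 2.72 FPKM (-2.12 ± 0.26) in the authors' deposited table. The most upregulated named genes in the authors' deposited table were the ethylene response factor genes *ERF13* (2.93 ± 0.35) and *TDR1* (2.34 ± 0.65, q = 0.00645), the zinc-finger gene *ZAT11* (2.16 ± 0.32), *DIC2* (2.501 ± 0.21) and the cellulose synthase-like gene *CSLG2* (2.40 ± 0.23). The most downregulated named genes in the authors' deposited table also held *SADHU3-2* (-4.15 ± 0.49), the auxin-induced root gene *AIR1* (-2.12 ± 0.23), the anthocyanin enzyme gene *LDOX* (-2.004 ± 0.27) and *G3Pp2*, a glycerol-3-phosphate transporter gene (-1.77 ± 0.22). *LTP4* and *LTP3*, which fell in both single mutants, rose in *brip1 brip2* (0.86 ± 0.27, q = 0.0208 and 0.86 ± 0.25, q = 0.0130) in the authors' deposited table, and *LEA7* rose with them (1.16 ± 0.27).

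Setting *brip1 brip2* against each single mutant asked what the second loss adds. Against *brip1* the authors' deposited table called 772 loci higher and 544 lower, and against *brip2* 510 higher and 303 lower. *AGL24* fell against *brip1* (-2.196 ± 0.26) and against *brip2* (-2.09 ± 0.26) in the authors' deposited table. *PDF2.1*, a defensin gene, and *AIR1* fell against *brip1* (-1.87 ± 0.35 and -1.85 ± 0.22) in the authors' deposited table. Against *brip2* the other leading downregulated named genes in the authors' deposited table were *RGL3* (-1.94 ± 0.25) and *GulLO2*, a gulonolactone oxidase-like gene (-1.39 ± 0.20). The upregulated named genes were led in the authors' deposited table by *LTP4* (5.52 ± 0.29 against *brip1* and 4.12 ± 0.27 against *brip2*), *LTP3* (3.98 ± 0.24 and 3.57 ± 0.24), *RAB18* against *brip1* (3.25 ± 0.42) and *LEA4-5* against *brip2* (3.53 ± 0.47).

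The comparison of *brm-1* with WT asked what the loss of BRM changes. Small heat shock protein genes led the upregulated named genes in the authors' deposited table, with *HSP21* of the chloroplast (chromosome 4, 13818870 to 13819971; 5.97 ± 0.44), *HSP23.6-MITO* of the mitochondrion (5.02 ± 0.35), and the cytosolic *HSP17.4* (4.75 ± 0.75) and *HSP17.6II* (4.28 ± 0.27). *HSP21* rose from 0.452 FPKM in WT to 28.3 and *HSP23.6-MITO* from 0.967 to 31.5, so the sizes of these changes rest on low WT values. *BGLU24*, a beta-glucosidase gene, rose too (3.71 ± 0.33) in the authors' deposited table. After *BRM* itself, the most downregulated named genes in the authors' deposited table were *AIR1* (-3.61 ± 0.28), *BGLU28*, a beta-glucosidase gene induced by sulphur shortage (-2.97 ± 0.29), the MYB-related *RL5* (-2.95 ± 0.46) and *G3Pp2* (-2.78 ± 0.25). *AGL24* fell (-2.55 ± 0.28) and the floral repressor gene *FLC* (chromosome 5, 3173393 to 3179545) rose (2.36 ± 0.41) in the authors' deposited table.

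In *brm-3* the microRNA gene *MIR157c* (chromosome 3, 6243607 to 6244897) rose from 1.57 FPKM in WT to 35.8 (4.51 ± 0.27) in the authors' deposited table, and it was called in none of the other 6 mutants. The other leading upregulated named genes in the authors' deposited table were the jasmonate repressor gene *JAZ8* (3.19 ± 0.84, q = 0.00359), *ERF13* (2.94 ± 0.35), the alpha-amylase gene *AMY1* (2.70 ± 0.23) and *CSLG2* (2.65 ± 0.22). *G3Pp2* (-2.70 ± 0.25), the sulphur-deficiency gene *ATSDI1* (-2.64 ± 0.29), *BGLU28* (-2.58 ± 0.28), *LSU1*, which responds to low sulphur (-2.48 ± 0.24), and *SADHU3-2* (-2.14 ± 0.33) were the most downregulated genes with a symbol in the authors' deposited table. *AGL24* was not called in *brm-3* (-0.49 ± 0.22, q = 0.204) in the authors' deposited table, and *FLC* rose (1.28 ± 0.43, q = 0.0389).

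Both *brm* alleles were set against each other directly. The authors' deposited table called 609 loci higher and 839 lower in *brm-1* than in *brm-3*. *HSP17.6II* (6.35 ± 0.39), *HSP21* (6.17 ± 0.46) and the cytosolic small heat shock gene *HSP17.6A* (5.59 ± 0.29) were the named genes furthest above *brm-3* in the authors' deposited table. *BRM* (-6.07 ± 0.59), *MIR157c* (-4.24 ± 0.25) and the retroelement-derived *SADHU5-1* (-2.98 ± 0.37) were the furthest below. These last values also come from the authors' deposited table. Against WT, 888 loci were called in the same direction in both alleles (486 higher and 402 lower), against 48.8 and 40.4 for independent lists, and 35 were called in opposite directions. Simulated unchanged groups, which carry only the error of the authors' model, shared 2.39 higher and 2.5 lower loci.

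Comparing *brip1 brip2* with each *brm* allele asked how far the 2 kinds of loss differ. Against *brm-1* the authors' deposited table called 423 loci higher and 420 lower, and against *brm-3* 199 higher and 475 lower. *BRM* (7.07 ± 0.59), the haem oxygenase gene *HO3* (2.08 ± 0.54, q = 0.00252) and the latex protein-like gene *MLP328* (1.85 ± 0.17) were higher than in *brm-1* in the authors' deposited table. *HSP21* (-6.05 ± 0.44), *HSP17.6II* (-5.38 ± 0.32) and *HSP23.6-MITO* (-5.30 ± 0.37) were lower in the authors' deposited table. Against *brm-3*, *LEA4-5* (2.74 ± 0.40), *HEC1*, a bHLH gene of the gynoecium (2.02 ± 0.25), and the phosphodiesterase gene *GDPD6* (1.73 ± 0.33) were higher, in the authors' deposited table. *MIR157c* (-5.23 ± 0.35), *SADHU5-1* (-2.81 ± 0.36) and *RGF7*, a root growth factor gene (-2.14 ± 0.34), were lower in the authors' deposited table.

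Genes that changed in *brip1 brip2* changed mostly the same way in *brm-1*. Among 19005 loci tested in both, 380 of 478 upregulated in *brip1 brip2* were also upregulated in *brm-1*, against 27.2 for independent lists, and 415 of 515 downregulated loci were also downregulated in *brm-1*, against 32.7. Both comparisons use the same WT samples, and unchanged groups against that WT shared a simulated 2.85 higher and 2.44 lower loci, so part of the excess may come from the shared WT. With no sample in common, *brip1 brip2* against *brip2* and *brm-1* against WT shared 306 higher and 221 lower loci, against 29.1 and 18.8 (Fisher's exact test across loci, two-sided, p = 8.90e-258 and p = 6.41e-203). With *brip1* in place of *brip2* there, 489 higher and 418 lower loci were shared, against 43.6 and 33.9. In the WT comparison 5 loci were called in opposite directions, and 18 in the pair with no shared sample. With *brm-3* in place of *brm-1*, 363 upregulated and 248 downregulated loci were shared with *brip1 brip2*.

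Across all loci tested in both, the fold changes of *brip1 brip2* and *brm-1* had a Pearson r of 0.747 and a Spearman rho of 0.698. On the 18241 loci used in the simulation the covariance was 0.101, and the shared WT alone gave a simulated 0.0515. That simulation may overstate what the shared WT adds. For *brip1 brip2* with *brip1* it gave 0.0512, where 0.0055 was observed (r = 0.097). The 4 pairs of comparisons with no shared sample gave r of 0.516, 0.631, 0.651 and 0.551. Their covariances, in the same order, were 0.0702, 0.101, 0.0991 and 0.0752, beside 0.1088 with the shared WT over all loci tested in both. These correlations are across loci, which are not independent replicates, and carry no p.

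The *brip1 brip2 brm-1* mutant was compared with WT, with *brm-1* and with *brip1 brip2* to ask what the combined loss adds. Against WT the leading upregulated named genes in the authors' deposited table were *HSP21* (6.64 ± 0.43), *HSP23.6-MITO* (5.24 ± 0.34), *HSP17.4* (4.88 ± 0.70), *HSP17.6II* (4.38 ± 0.26) and *HSP17.6A* (3.88 ± 0.21). After *BRM*, the receptor-like kinase gene *CRK4* (-4.08 ± 0.36), *RAB18* (-3.71 ± 0.64), *LTP4* (-3.40 ± 0.27) and *HO3* (-3.33 ± 0.53) fell the most among named genes in the authors' deposited table. Against *brm-1* the authors' deposited table called 70 loci higher and 449 lower. *LTP4* (-3.62 ± 0.23), *LEA7* (-3.01 ± 0.31) and *COR15A* (-2.92 ± 0.28) led the lower side in the authors' deposited table. The floral repressor-like gene *MAF5* (1.62 ± 0.30), the defensin gene *PDF1.2c* (1.53 ± 0.18) and *JMJD5*, a histone demethylase gene (1.39 ± 0.24), led the higher side in the authors' deposited table. Against *brip1 brip2* it had 556 loci higher and 942 lower in the authors' deposited table, with *HSP21* (6.73 ± 0.44), *HSP23.6-MITO* (5.52 ± 0.36) and *HSP17.6II* (5.48 ± 0.31) furthest up. *BRM* (-6.53 ± 0.47), *CRK4* (-4.38 ± 0.35) and *LTP4* (-4.26 ± 0.23) were furthest down in the authors' deposited table.

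In *brip1 brip2 brm-3* the leading upregulated genes with a symbol against WT in the authors' deposited table were *ERF13* (4.07 ± 0.34), *JAZ8* (4.004 ± 0.52), *TDR1* (3.80 ± 0.49), the calmodulin-like *CML37* (3.31 ± 0.27) and the phloem protein gene *PP2-B14* (3.29 ± 0.26). The most downregulated genes with a symbol in the authors' deposited table were *G3Pp2* (-2.996 ± 0.26), *AIR1* (-2.91 ± 0.25), *ATSDI1* (-2.75 ± 0.30), *BGLU28* (-2.71 ± 0.28) and *AGL24* (-2.28 ± 0.27). Against *brm-3* the authors' deposited table called 371 loci higher, led by *HSP17.6II* (2.81 ± 0.42), *HSP17.6A* (2.41 ± 0.31) and the starch-related orphan gene *QQS* (2.06 ± 0.27). It called 288 lower, led by *MIR157c* (-4.50 ± 0.31), *AIR1* (-2.25 ± 0.24) and *MLP328* (-2.18 ± 0.17), by the authors' deposited table. Against *brip1 brip2* the authors' deposited table called 549 loci higher, led by the terpene synthase gene *TPS04* (2.40 ± 0.23), *MYB15* (2.001 ± 0.23) and the receptor-like kinase gene *CRK39* (1.95 ± 0.25). The 197 lower loci were led in the authors' deposited table by *RAB18* (-1.69 ± 0.53, q = 0.0215), *SAG29*, a sugar transporter gene of ageing leaves (-1.495 ± 0.22), and *MLP328* (-1.33 ± 0.17).

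The change in each *brip1 brip2 brm* mutant was set against the sum of the changes in its parents. Over 2475 loci called in *brip1 brip2* or *brm-1*, the slope of *brip1 brip2 brm-1* on the sum was 0.537, where 1 would be full addition. With separate terms the coefficient was 1.002 for *brm-1* and -0.218 for *brip1 brip2*. The latter was -0.116 with a pseudocount of 0.1, -0.145 over the 18066 loci with an FPKM of 1 or more, -0.306 with *brip1* in place of WT for the combined mutant and -0.52 with *brip2*. Over 1864 loci called in *brip1 brip2* or *brm-3*, the slope of *brip1 brip2 brm-3* was 0.631, with coefficients of 0.570 for *brm-3* and 0.704 for *brip1 brip2*. The sums count the same WT error in both terms, which draws a slope below 1, and no p is given across loci. The changes of *brip1 brip2* were themselves correlated with those of its *brm* parents (r = 0.747 for *brm-1* and 0.721 for *brm-3*, all loci tested in both). The separate coefficients are therefore uncertain, and a coefficient below 0 does not by itself show an opposing effect.

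The remaining paragraphs take the gene lists fixed before the data were examined. Among 17 tested SWI/SNF subunit genes, the bromodomain gene *BRD2* (AT1G76380) rose in 6 of 7 mutants, from 0.94 ± 0.19 in *brip2* to 2.01 ± 0.18 in *brm-1*, and was not called in *brip1* (-0.11 ± 0.20, q = 0.999842), in the authors' deposited table. The ATPase gene *MINU2* fell in *brm-1* (-0.69 ± 0.21, q = 0.0167) in the authors' deposited table. *BRM* is itself a member of this list, so its fall in each mutant that carries a *brm* allele is counted here. In *brm-1* the list had 1 gene higher and 2 lower (*BRM* and *MINU2*), and 1 higher and 3 lower when adjusted over the list alone. Over all loci, the 1 lower gene in *brm-3* and in each *brip1 brip2 brm* mutant was *BRM*. In *brip2* and *brip1 brip2* 1 was higher and 0 lower by both counts, in *brm-3* and *brip1 brip2 brm-3* 1 was higher and 1 lower by both, in *brip1 brip2 brm-1* 1 and 1, with 1 and 3 adjusted over the list alone, and in *brip1* 0.

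Of 20 tested flowering time genes, 2 were higher and 6 lower in *brm-1*, with 3 and 8 adjusted over the list alone. In *brip1 brip2* 4 were higher and 2 lower, with 4 and 3 adjusted over the list alone, and in *brm-3* 6 and 3 by both counts. In *brip1 brip2 brm-3* 2 were higher and 5 lower, and in *brip1 brip2 brm-1* 4 and 6, with 4 and 6, and 4 and 8, adjusted over the list alone. In *brip1* and *brip2* 0 were called by either count. *FLC* also rose in *brip1 brip2* (1.298 ± 0.44, q = 0.0378) and *brip1 brip2 brm-1* (2.52 ± 0.40), and the floral regulator gene *FUL* rose in *brm-3* (2.04 ± 0.41), *brm-1* (1.85 ± 0.48, q = 0.00252) and *brip1 brip2* (1.46 ± 0.42, q = 0.0107), in the authors' deposited table. *MAF4*, a relative of *FLC*, rose in *brip1 brip2* (1.19 ± 0.39, q = 0.0188) in the authors' deposited table. *FT*, which encodes the mobile flowering signal and was picked after its values were seen, rose in *brm-3* (1.39 ± 0.26) and fell in *brm-1* (-1.02 ± 0.34, q = 0.0389) and *brip1 brip2 brm-1* (-1.81 ± 0.37) in the authors' deposited table. Of the floral organ identity genes, *SEP3* rose in every mutant but *brip1*, from 0.88 ± 0.25, q = 0.00988 in *brip2* to 2.43 ± 0.22 in *brip1 brip2 brm-1*, by the authors' deposited table, and *AG* was called higher in *brm-1*. That list had 3 of 7 tested genes higher in *brm-3*, 2 of 6 in *brm-1* and 1 of 5 in *brip1 brip2*, with 4, 2 and 1 adjusted over the list alone. It had 0 of 5 in *brip1*, 1 of 5 in *brip2*, and 2 of 6 in each *brip1 brip2 brm* mutant, with 0, 1, 3 and 3 adjusted over the list alone, and 0 were lower in any mutant. *SPL2*, targeted by miR156, fell in *brm-1* (-1.23 ± 0.18) in the authors' deposited table, the 1 gene called of the 9 tested in its list there (1 adjusted over the list alone), and 0 of the 9 were called in *brip1 brip2* by either count. In each *brip1 brip2 brm* mutant 1 of the 9 fell, with 1 higher and 1 lower adjusted over the list alone, and in *brip1*, *brip2* and *brm-3* 0 were called.

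The flavonoid and anthocyanin genes that were called were lower than WT in each of the 7 mutants. All 7 comparisons use the same WT samples, so these are also genes at which WT lay above the other genotypes. Of 13 tested genes, 4 fell in *brip1*, 7 in *brip2*, 10 in *brm-3*, 9 in *brm-1*, 10 in *brip1 brip2*, 10 in *brip1 brip2 brm-3* and 8 in *brip1 brip2 brm-1*, and 0 rose. Adjusted over the list alone the counts were 5, 12, 12, 10, 12, 12 and 10. *DFR*, which encodes dihydroflavonol reductase (chromosome 5, 17164141 to 17165918), fell from 11.7 FPKM in WT to between 5.12 in *brip1* and 1.67 in *brip2* (-1.20 ± 0.24 and -2.81 ± 0.30) in the authors' deposited table. *LDOX* fell by a similar range (-1.19 ± 0.26 in *brip1* and -2.58 ± 0.31 in *brip2*), as did the transporter gene *TT19* (-0.85 ± 0.29, q = 0.0427 in *brm-3* and -2.11 ± 0.34 in *brip2*), by the authors' deposited table. The glycosyltransferase gene *UF3GT* fell in *brm-1* (-2.96 ± 0.83, q = 0.00733) in the authors' deposited table. The list's median log2 change, with 1 added to each FPKM, lay between -0.45 in *brip1* and -1.34 in *brip1 brip2 brm-3*, and each of the 7 medians was below those of all 10000 random lists matched on expression.

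Heat shock genes moved in opposite directions in different mutants. Of 8 tested, 7 rose in *brm-1* and 7 in *brip1 brip2 brm-1*, with medians of 3.78 and 3.92 and 8 and 8 adjusted over the list alone. In *brm-3* 5 of 7 fell and in *brip1 brip2* 3 of 7 fell, with medians of -1.11 and -0.80 and 5 and 5 adjusted over the list alone. *HSP17.6A* fell in *brm-3* (-1.89 ± 0.31) and *brip1 brip2* (-1.15 ± 0.28) and rose in *brm-1* (3.70 ± 0.22) in the authors' deposited table. In *brip1* 1 of 8 fell while the median was 0.30, and in *brip2* 1 of 7 fell with a median of -0.53, with 1 and 3 lower adjusted over the list alone. In *brip1 brip2 brm-3* 1 of 8 rose, *HSP21* (2.95 ± 0.48), in the authors' deposited table, with 2 higher and 2 lower adjusted over the list alone.

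Defence genes of the salicylic acid pathway rose in *brm-3* (10 of 15 tested), *brip1 brip2 brm-3* (10), *brm-1* (6) and *brip1 brip2* (5), with 12, 14, 12 and 10 adjusted over the list alone. In *brip1 brip2 brm-1* 1 rose and 2 fell, with 3 and 4 adjusted over the list alone. In *brip1* 0 rose and 2 fell, and in *brip2* 1 rose and 1 fell, by both counts. *PR1* (chromosome 2, 6241704 to 6242463), a marker of this pathway, rose from 244 FPKM in WT to 1292 in *brm-3* (2.40 ± 0.18) and 733 in *brip1 brip2* (1.58 ± 0.18) in the authors' deposited table. The glucanase gene *PR2* rose in *brm-3* (2.0 ± 0.16) and *brip1 brip2* (1.44 ± 0.17) and fell in *brip1 brip2 brm-1* (-1.01 ± 0.18), in the authors' deposited table. The regulator gene *CBP60G* (1.47 ± 0.17) and *ALD1*, of pipecolic acid synthesis (1.77 ± 0.26), rose in *brm-1* by the authors' deposited table. Of 10 or 11 tested senescence genes, 3 rose and 0 fell in *brm-3*, *brip1 brip2* and *brip1 brip2 brm-3*, with 4, 3 and 3 higher adjusted over the list alone. In *brm-1* 3 rose and 2 fell, with a median of -0.18, and in *brip1 brip2 brm-1* 2 rose and 3 fell, with a median of -0.31 (4 and 2, and 2 and 5, adjusted over the list alone). In *brip1* and *brip2* 1 fell in each and 0 rose, with 1 and 4 lower adjusted over the list alone. Examples in *brm-1* in the authors' deposited table were the transcription factor gene *WRKY53* (2.16 ± 0.29) and *SAG13* (1.11 ± 0.17), while the NAC gene *ORE1* fell (-1.19 ± 0.16).

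Of 15 tested jasmonate genes, 8 rose and 2 fell in *brm-3*, 11 rose and 0 fell in *brm-1*, and 3 rose and 1 fell in *brip1 brip2*. In *brip1 brip2 brm-3* 9 rose and 1 fell, and in *brip1 brip2 brm-1* 9 rose and 3 fell. Adjusted over the list alone 9, 12, 3, 10 and 10 rose in these 5 mutants, in that order, and 2, 0, 1, 1 and 3 fell. In *brip1* 0 rose and 4 fell, and in *brip2* 1 rose and 3 fell, with 0 and 5, and 1 and 4, adjusted over the list alone. *JAZ8*, a repressor of jasmonate signalling, rose from 0.628 FPKM in WT to 7.53 in *brm-1* (3.58 ± 0.92, q = 0.00252) and 3.05 in *brip1 brip2* (2.28 ± 0.72, q = 0.0247) in the authors' deposited table. *JAZ10* (2.204 ± 0.24), *JAZ5* (1.60 ± 0.26) and the lipoxygenase gene *LOX2* (1.31 ± 0.20) rose in *brm-1*, and *LOX2* fell in *brip1* (-0.79 ± 0.18), in the authors' deposited table.

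Among abscisic acid and cold response genes, 4 of 13 tested fell in *brip1* and 2 of 13 in *brip2*, with 4 and 3 adjusted over the list alone, while 7 of 15 rose in *brm-1* and 3 of 15 in *brip1 brip2*, with 7 and 3 adjusted over the list alone. In *brm-3* 3 of 13 rose and in *brip1 brip2 brm-3* 6 of 15, with 5 and 8 higher and 1 and 0 lower adjusted over the list alone. In *brip1 brip2 brm-1* 5 rose and 3 fell, with 6 and 3 adjusted over the list alone. The cold regulators *CBF3* (3.79 ± 1.05, q = 0.00645) and *CBF2* (2.19 ± 0.35) and the cold-induced *COR15B* (2.32 ± 0.80, q = 0.0485) and *KIN2* (2.07 ± 0.19) rose in *brm-1* in the authors' deposited table. *KIN2* also rose in *brip1 brip2* (1.02 ± 0.18) and fell in *brip1* (-0.74 ± 0.20, q = 0.00458) in the authors' deposited table.

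Of 16 tested gibberellin genes, 3 rose and 2 fell in *brm-1*, and 3 rose and 1 fell in *brip1 brip2*, with 4 and 3, and 4 and 1, adjusted over the list alone. In *brm-3* 0 rose and 2 fell by both counts, in *brip1 brip2 brm-3* 3 rose and 3 fell, and in *brip1 brip2 brm-1* 4 rose and 0 fell, with 4 and 3, and 7 and 0, adjusted over the list alone for the last 2 mutants. In *brip2* 1 rose and in *brip1* 0 were called, by both counts. *GA3OX1*, whose enzyme makes active gibberellin, fell in *brm-3* (-1.58 ± 0.27), *brm-1* (-1.13 ± 0.26) and *brip1 brip2* (-0.88 ± 0.25, q = 0.00554) and was not called in *brip1 brip2 brm-1* (0.04 ± 0.24, q = 0.999842), in the authors' deposited table. *GA2OX2* and *GA2OX6*, whose enzymes inactivate gibberellin, rose in *brm-1* (1.69 ± 0.25 and 1.35 ± 0.19) and *brip1 brip2* (0.82 ± 0.27, q = 0.0372 and 0.85 ± 0.20), and the synthesis gene *GA20OX2* rose in *brip1 brip2* (0.98 ± 0.32, q = 0.0291), in the authors' deposited table. Of 9 cytokinin type-A response regulator genes tested, *ARR6* (-1.39 ± 0.27) and *ARR3* (-0.86 ± 0.25, q = 0.0123) fell and *ARR9* (0.62 ± 0.19, q = 0.0195) rose in *brm-1* in the authors' deposited table. Adjusted over the list alone, 2 fell and 2 rose there, and in *brip1 brip2* 0 were called over all loci and 2 fell adjusted over the list alone. In *brip2* 2 rose and 0 fell, with 3 and 0 adjusted over the list alone, and the median was 0.26. In *brip1* 0 were called and the median was 0.21. In *brip1 brip2 brm-1* 0 rose and 2 fell, with 2 and 3 adjusted over the list alone and a median of -0.35. In *brm-3* 1 rose by both counts, and in *brip1 brip2 brm-3* 1 rose and 1 fell, with 1 and 2 adjusted over the list alone.

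Of 12 tested glucosinolate genes, *CYP83B1* (0.61 ± 0.18, q = 0.0167), *SUR1* (0.57 ± 0.16, q = 0.00733) and *CYP79F2* (0.55 ± 0.18, q = 0.0400) rose in *brm-1*, and the regulator gene *MYB29* fell in *brip1 brip2* (-1.13 ± 0.35, q = 0.0208), in the authors' deposited table. The list had 3 genes higher in *brm-1* by both counts, and in *brip1 brip2* 1 lower over all loci, with 1 higher and 1 lower adjusted over the list alone. In *brip1 brip2 brm-1* 4 were higher and 0 lower, with 5 and 0 adjusted over the list alone and a median of 0.19. In *brip1 brip2 brm-3* 2 were higher and 1 lower, with 3 and 1 adjusted over the list alone, while the median was -0.18. In *brm-3* 1 was higher, with 2 higher and 1 lower adjusted over the list alone, and in *brip1* and *brip2* 0 were called. The meristem gene *STM* fell in *brip1 brip2* (-2.03 ± 0.57, q = 0.00821) in the authors' deposited table, 1 of 5 tested in the meristem and boundary list, with 3 lower adjusted over the list alone. Of that list 1 rose in *brm-3* by both counts, and 0 were called in the other mutants. *WOX5*, of the root stem cell niche, rose in *brm-1* (1.79 ± 0.52, q = 0.0107) in the authors' deposited table, the 1 gene called there of 10 in the list of root stem cell and PIN auxin transport genes by either count. Of that list 2 fell in *brm-3* and 1 rose in *brip1 brip2 brm-1*, by both counts, and 0 were called in the rest. Of 9 tested clock genes, the morning genes *CCA1* (-0.91 ± 0.19) and *RVE8* (-0.74 ± 0.23, q = 0.0167) fell in *brm-1* in the authors' deposited table, with 3 lower adjusted over the list alone, and 0 were called in *brip1*, *brip2* and *brip1 brip2* by either count. Of the clock genes 1 rose in *brm-3*, 1 rose and 1 fell in *brip1 brip2 brm-3*, and 1 fell in *brip1 brip2 brm-1*, with 1 and 1, 1 and 3, and 0 and 1 adjusted over the list alone. *ABI5*, a regulator of seed maturation, rose in *brm-1* (1.77 ± 0.28) in the authors' deposited table, where it was the 1 gene of its list tested, so the count was 1 adjusted over the list alone too. That list had 1 higher in *brm-3* and in each *brip1 brip2 brm* mutant, and 0 in *brip1 brip2*, *brip1* and *brip2*. Adjusted over the list alone it had 2 higher in *brip1 brip2 brm-1*, where 2 were tested, and 1 in *brip1 brip2*.

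A few root-enriched markers were called in some mutants, and photosynthesis and reference genes were not. Of 8 tested root-enriched genes, *CASP1*, of the endodermis (-0.97 ± 0.31, q = 0.0254), and the beta-glucosidase gene *PYK10* (-0.68 ± 0.22, q = 0.0326) fell in *brm-1* in the authors' deposited table. That list had 2 lower in *brm-1*, 2 in *brm-3* and 1 in *brip1 brip2*, with 2, 3 and 1 adjusted over the list alone, and 1 higher in *brm-1* adjusted over the list alone. In *brip1 brip2 brm-3* 2 were lower and in *brip1 brip2 brm-1* 1, with 0 higher and 3 lower, and 1 and 3, adjusted over the list alone, and in *brip1* and *brip2* 0 were called. Its median was -0.16 in *brm-1*, -0.31 in *brm-3* and -0.27 in *brip1 brip2*. Of 17 photosynthesis genes 0 were called in any mutant by either count, and their median was 0.26 in *brm-1* and -0.27 in *brm-3*. Their median still lay outside the central 95% of random lists in every mutant except *brip1 brip2 brm-3*. *LHCB1.3* differed from WT by 0.31 ± 0.62, q = 0.999842 and *RBCS1A* by 0.23 ± 0.35, q = 0.995 in *brm-1* in the authors' deposited table. These errors are wide beside the median error of 0.206, so the lack of calls does not show that such genes were unchanged. Of 9 reference genes 0 were called in any mutant by either count, and their median lay inside the central 95% in each. *UBQ10* (-0.04 ± 0.23, q = 0.999842) and *GAPC1* (0.12 ± 0.19, q = 0.999842) were examples in *brm-1* in the authors' deposited table.

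**Figure D3:**
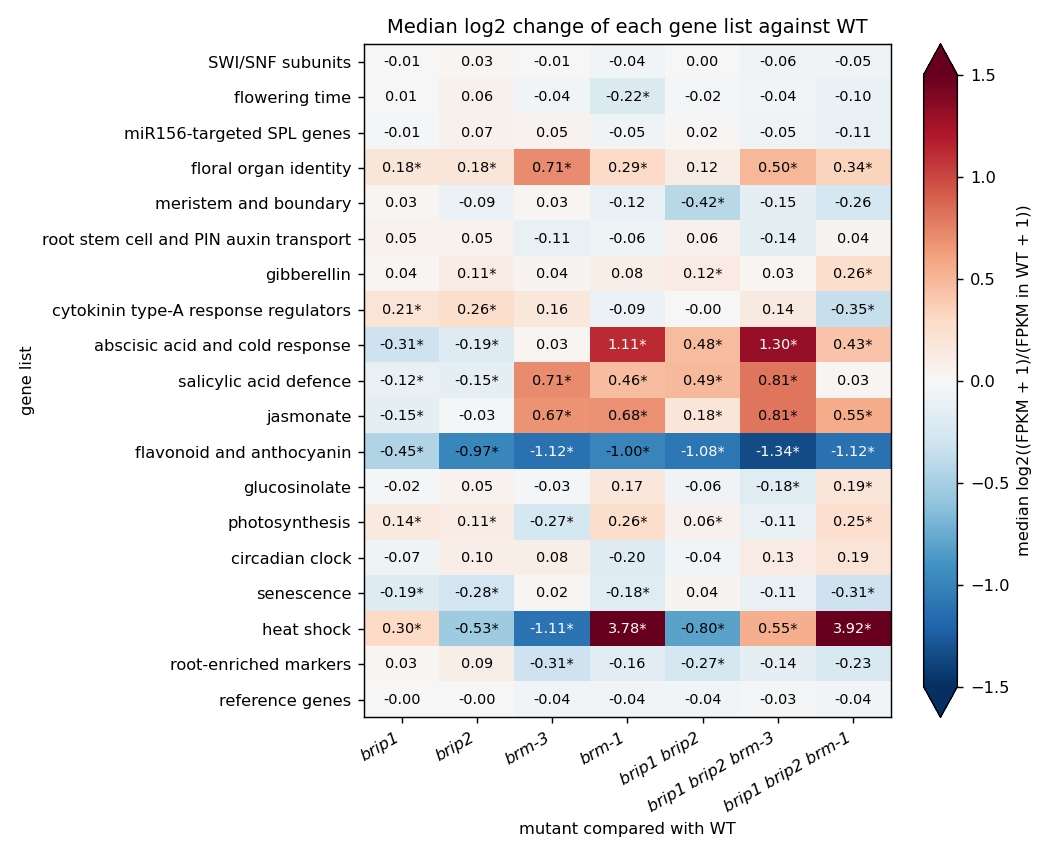
Median log2 change against WT, after adding 1 to each FPKM, of each gene list (vertical axis) in each of the 7 mutants (horizontal axis). An asterisk marks a median outside the central 95% of 10000 random lists matched on expression, with the seed maturation list left out because fewer than 3 members were tested. The flavonoid and anthocyanin medians lie between -0.45 and -1.34, and the heat shock medians reach 3.78 in *brm-1* and 3.92 in *brip1 brip2 brm-1*.

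**Figure D4:**
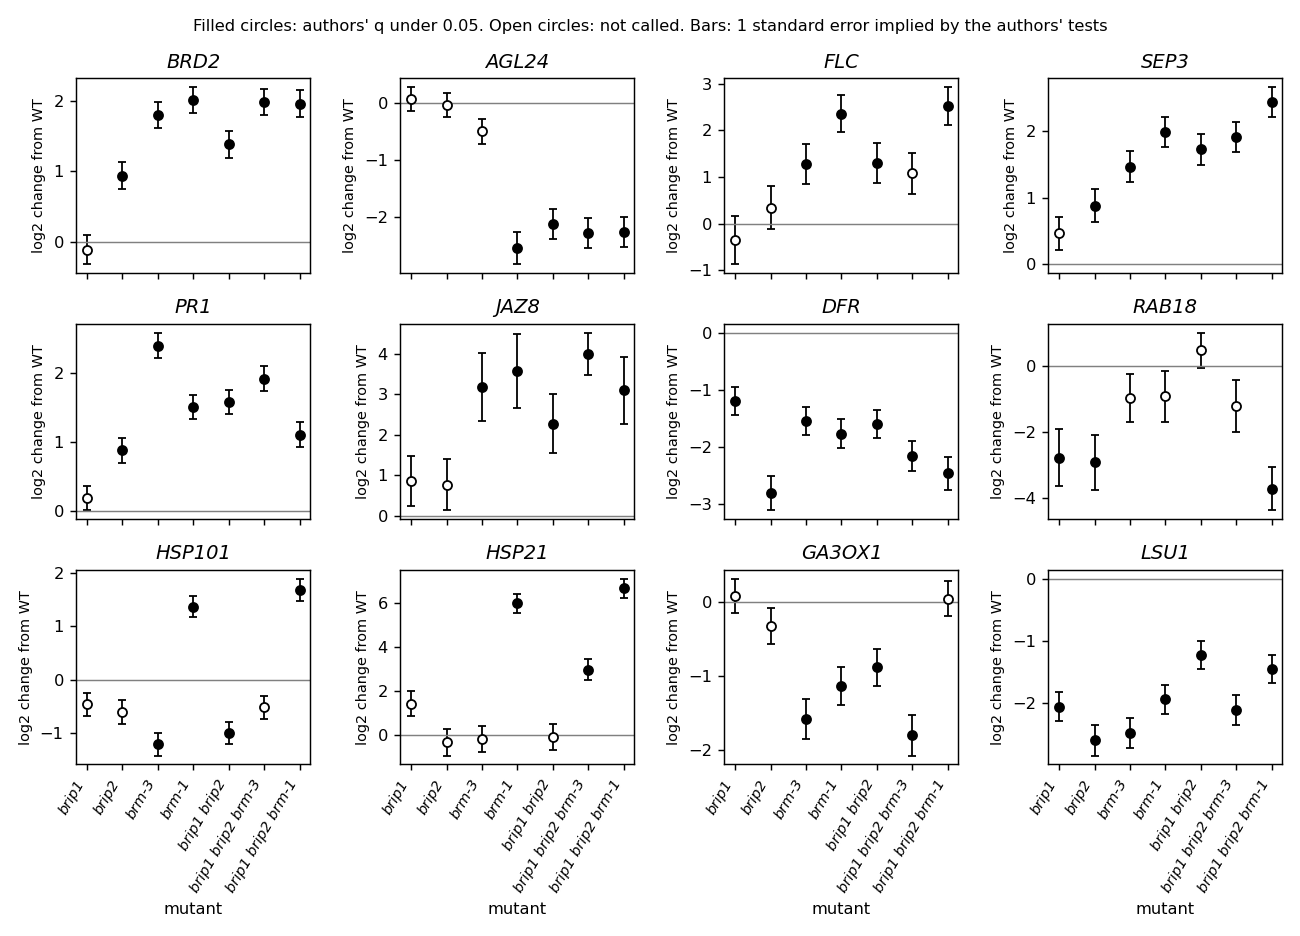
Log2 change against WT of named genes in the 7 mutants. Filled circles are called at the authors' q under 0.05, open circles are not, and bars are 1 standard error implied by the authors' tests. *BRD2* is called higher in 6 mutants and *LSU1* lower in all 7.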

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

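Of the tests in this part, those of the heat shock list, of *RGL3*, of WT standing apart and of the correlations between *brip1* and *brip2* were chosen after the results were seen, as were the genes singled out. The bound first set against WT standing apart, medians below -0.2, was replaced once the medians were seen, and the bound on the correlations was widened to include the medians after the mirror pair was seen. The SE of each median in this part is a spread across loci, computed as if loci were independent, which they are not. It does not measure how far a shift would repeat between samples.

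Named or listed genes that were called in opposite directions against WT in *brm-1* and *brm-3*, and whose difference between the alleles was also called, stood out. The log2 difference of *brm-1* from *brm-3* in the authors' deposited table was 6.35 for *HSP17.6II*, 5.60 for *HSP17.6A*, 2.57 for the disaggregase gene *HSP101*, 2.32 for the heat shock factor gene *HSFA2* and 2.07 for the chaperone gene *HSP70-4*. It was 2.15 for *HEC1*, 1.28 for the jasmonate synthesis gene *AOC1*, -2.41 for *FT* and -2.52 for *CRK4* in the authors' deposited table. In all, 35 loci had such opposite calls, 17 of them higher in *brm-1*, beside 888 called the same way.

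Heat shock genes rose in both genotypes that carry *brm-1*. A response graded with the loss of BRM would place *brm-3*, which keeps part of the transcript, above WT. The median of the list in *brm-3* was -1.11 (SE 0.218, 7 loci), and 5 of the 7 were called lower than WT. These values argue against a graded response in that background. In the *brip1 brip2* background the same allele went the other way, with a median of 1.296 (SE 0.356, 8 loci) in *brip1 brip2 brm-3* against *brip1 brip2* beside 4.83 in *brip1 brip2 brm-1*, so a graded response is consistent with the values there. A difference in growth or handling of the *brm-1* material cannot be told apart from an effect of the null allele, because the highest median against WT among mutants without *brm-1* was 0.547 (SE 0.47), in *brip1 brip2 brm-3*, and each genotype has 1 value. An effect of the complete loss of BRM stays open as a hypothesis that may be checked in seedlings grown side by side.

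Of the 147 loci lower in *brip1*, 27 were also called lower in *brip1 brip2*, and of the 219 lower in *brip2*, 80 were, while 24 and 15 loci were called in opposite directions (independent lists would share 4.01 and 5.96 lower loci, and simulated unchanged groups against the same WT 2.53 and 2.57). A partial loss that deepens when both genes are lost would give medians below -0.2 in *brip1 brip2* against the other single mutant, but these were 0.725 (SE 0.057) for loci lower in *brip1* and 0.164 (SE 0.075) for loci lower in *brip2*, which argues against it. WT samples standing apart from every other group would give medians within 0.1 of 0, which the first value argues against for loci lower in *brip1*, while the second lies within 1 SE of that range, so for loci lower in *brip2* this cannot be told apart from an effect of the mutation. A growth or library difference of both single mutants also cannot be told apart from an effect common to the single losses, as the correlation of *brip1* against WT with *brip2* against *brip1 brip2* was 0.369 across 18751 loci. The mirror pair, *brip2* against WT with *brip1* against *brip1 brip2*, gave -0.035 across 18792 loci, which speaks against a shared difference over all loci but does not exclude it, since an effect of *brip2* that *brip1 brip2* also carries would lower this value too.

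*RGL3*, beside BRIP2, rose in *brip2*. An insertion at BRIP2 that raises its neighbour would raise it in *brip1 brip2* as well, but its log2 change there was -0.356 (SE 0.278), which argues against that as the cause. Whether the same *brip2* allele is in both genotypes is given only by name, and no biological explanation was tested.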

How the results depend on the processing

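Alternatives chosen after the data were seen are the counts without loci that hold several genes, the lists with members that share a locus, *brip1 brip2* against *brip1* as a further pair with no shared sample, the additivity slopes against *brip1* or *brip2*, and the pseudocount of 1 for named genes. With 1 value per genotype, depth sets an unknown limit on low FPKM, and the fits per sample (without each replicate, replicate block, limma, DESeq2 and TMM scaling) were not run. No paired analysis was possible because the values used carry 1 number per genotype and no replicate. No correlation or slope on the sum changed sign. The larger side of the calls in *brip1 brip2* against WT turned from 515 lower and 484 higher to 327 higher and 292 lower with q under 0.01, and was even, 213 each, with a minimum absolute log2 change of 1. In *brip1 brip2* against *brm-1* that minimum turned 423 higher and 420 lower into 129 and 169. The counts of called loci came within 1.5 times of the main ones with an FPKM minimum of 1 and without loci that hold several genes, in each of the 16 comparisons. Centring leaves these counts as they are by construction, since calls rest on the deposited q. With q under 0.01 the calls against WT dropped to 99 in *brip1*, 169 in *brip2*, 967 in *brm-3* and 619 in *brip1 brip2*. The same threshold left 809 and 473 in *brip1 brip2* against *brip1* and *brip2*, 897 in *brm-1* against *brm-3*, and 490 and 401 in *brip1 brip2* against *brm-1* and *brm-3*. It left 300 in *brip1 brip2 brm-1* against *brm-1*, 385 in *brip1 brip2 brm-3* against *brm-3*, and 971 and 462 in these mutants against *brip1 brip2*. A minimum absolute log2 change of 1 left 81 calls against WT in *brip1*, 130 in *brip2*, 661 in *brm-3*, 1129 in *brm-1*, 426 in *brip1 brip2*, 1105 in *brip1 brip2 brm-3* and 1174 in *brip1 brip2 brm-1*. It left 542 and 311 in *brip1 brip2* against *brip1* and *brip2*, 595 in *brm-1* against *brm-3*, and 298 and 256 in *brip1 brip2* against *brm-1* and *brm-3*. It left 217 in *brip1 brip2 brm-1* against *brm-1*, 220 in *brip1 brip2 brm-3* against *brm-3*, and 567 and 230 in these against *brip1 brip2*. Both thresholds lower counts by construction. Adjustment within the comparison left 81 calls in *brip1* and 160 in *brip2*, where a shared adjustment over all pairs is more lenient, and kept the other comparisons within 1.5 times. The loci shared in direction by *brip1 brip2* and *brm-1* numbered 483 with q under 0.01, 338 with the minimum change and, with no shared sample, 527 against *brip2* and 907 against *brip1*. The correlation of *brip1 brip2* with *brm-1* was 0.757 with a pseudocount of 0.1, 0.831 over loci called in *brm-1* and 0.721 with *brm-3* in its place. For the pairs with no shared sample, a pseudocount of 0.1 gave 0.493, 0.610, 0.614 and 0.516, *brm-3* gave 0.483, 0.610, 0.593 and 0.460, and the FPKM minimum gave 0.635 for the second. The slope on the additive sum for *brip1 brip2 brm-1* was 0.533 with a pseudocount of 0.1, 0.526 over loci with an FPKM of 1 or more, 0.533 against *brip1* and 0.426 against *brip2*. For *brip1 brip2 brm-3* it was 0.600, 0.623, 0.623 and 0.498 in the same order. For the correlations and slopes the cause was not tested. Of 133 list medians, 60 lay outside the central 95% of random lists. The counts were 56 of 133 with a pseudocount of 0.1, 55 of 130 with the FPKM minimum, 59 of 133 with 10 bins and 62 of 134 with members that share a locus, and centring, which moves random lists alike, leaves 60 by construction. The median changed sign in 5 pairs with the FPKM minimum, 4 after centring and 5 with members that share a locus, 0 of them outside the central 95% at first. The widest was the circadian clock list in *brip1 brip2 brm-3*, from 0.127 to -0.081 with such members. Of 388 calls of named genes against WT, 14 were lost on adjustment within the comparison, 59 with q under 0.01 and 61 with the minimum change. A pseudocount of 1 cannot change the direction of a gene.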

Other observations

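The sets of loci in the next 3 paragraphs were chosen after the calls were seen, and the later test of *brm-1* in the *brip1 brip2* background was written before its result.

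Across the 7 mutants 4017 loci were called in at least 1, and 16 in every one, 2 higher and 14 lower than WT, by the authors' deposited table. The 2 higher loci were *DIC2* and AT5G46295. Among the lower ones, *LSU1* (chromosome 3, 18374890 to 18375958) had 158 FPKM in WT and between 26.2 in *brip2* and 67.6 in *brip1 brip2*. *ATSDI1* had 13.7 in WT and at most 4.92, in *brip1 brip2*, and *BGLU28* had 11.2 in WT and at most 4.49, again in *brip1 brip2*. The anthocyanin genes *DFR*, *LDOX*, *TT19* and *PAP2*, a MYB regulator with 8.10 FPKM in WT and at most 3.58, in *brm-1*, were lower in all 7 as well. A locus without a gene identifier (chromosome 5, 9760604 to 9762099) had 9.52 FPKM in WT and is listed at 0 in all 7 mutants. All 7 comparisons use the same WT samples, so these loci are also those at which WT differs from every other genotype.

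Both *brm* mutants, *brip1 brip2* and both *brip1 brip2 brm* mutants had 176 loci called higher in each and 188 called lower in each, and these counts include the loci called in all 7. These comparisons too use the same WT samples, so a locus at which WT stood apart would be called in each.

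*MIR157c* was high in *brm-3* (35.8 FPKM) and not in *brip1 brip2 brm-3* (1.58 FPKM), which carries the same allele by name. *SADHU3-2* had 6.30 FPKM in WT and between 0.171 in *brip1* and 3.02 in *brip1 brip2 brm-1*.

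One hypothesis is that *brm-1* changes the same loci less when BRIP1 and BRIP2 are lost too. It was tested at 2625 loci called between *brip1 brip2 brm-3* and *brip1*, which share no sample with the 4 groups compared. In the direction of that call, the median effect of *brm-1* was 0.62 against WT and 0.067 in the *brip1 brip2* background, a median difference of -0.554 (SE 0.011, computed as if loci were independent, which they are not). For *brm-3*, at 2478 loci called between *brip1 brip2 brm-1* and *brip1*, the medians were 0.294 and 0.191, a smaller drop, given without an SE. The *brm-1* values are what BRM and the BRIP proteins acting in part on the same loci could give. The *brm-3* values show this less. A growth difference shared by these mutants was not tested.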
